A study of Escherichia coli str. K-12 substr. MG1655 with 14 samples. Its data were reported in "Hfq CLASH uncovers sRNA-target interaction networks linked to nutrient availability adaptation" (2020).

How the data were processed

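Escherichia coli MG1655, a wild-type K-12 laboratory strain, was grown in LB, a rich medium, and sampled along the growth curve at 7 values of OD600 (optical density, a measure of cell density) from 0.4 to 4.0. Total RNA was sequenced from 2 replicates per OD, which makes 14 samples. The cells were irradiated with UV light and collected by rapid filtration before RNA extraction, so the profiles are those of briefly irradiated cells. Libraries followed the TruSeq protocol, and whether reads were counted by strand is not given in the sources used here.

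The authors mapped the reads to the MG1655 genome with Novoalign, which the submitters' processing notes also name, and counted unique cDNAs per gene with pyReadCounters on an annotation that Rockhopper had extended with untranslated regions. The version of Novoalign and the genome build are not given in the sources used here. The authors divided the counts by gene length and by the sum over all genes (TPM, a length-corrected share of all transcripts), averaged the replicates, divided the mean at each OD by the mean at OD 0.4 and took the log2. The deposited values are these log2 ratios, 1 per gene and OD, so that OD 0.4 is 0 for every gene. TPM levels, read counts and replicate values were not used here. The study states the read pairs per library but not the reads per gene. The number of reads behind each value is therefore unknown, and no interval, standard deviation or test across replicates could be given. A pseudocount or filter was not stated, but 13 genes were tied at their lowest value over at least 2 ODs, which points to a floor. These include 7 rRNA or tRNA genes. Because TPM sums to a fixed total, a fall of abundant transcripts raises the ratio of all others.

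There were 2 deposited tables, of 4481 genes and of 62 non-coding RNAs. The title line of the larger table names Hfq cross-linking, whereas its sheet name, its second line and the sample labels name RNA-seq. The smaller table is titled as cross-linking, but all 62 RNAs had identical values at all 7 ODs in both tables. The values were read as RNA-seq ratios. If the title lines were right, every value below would describe cross-linking to Hfq instead. The planned comparison of cross-linking with RNA level could not be made.

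Phases followed the study. OD 0.4 and OD 0.8 formed the exponential phase. The transition phase took in OD 1.2, OD 1.8 and OD 2.4. OD 3.0 and OD 4.0 were early stationary phase. For each gene the mean log2 ratio over the ODs of a phase was subtracted from that of another, which removes the dependence on OD 0.4 as the single reference. A gene was counted as higher or lower when this difference was at least 1 on the log2 scale (2-fold) and every OD of the later phase lay on the same side of every OD of the earlier phase. A transient maximum or minimum needed a difference of at least 1 between the transition phase and both other phases. These rules are not tests and carry no p-value. The median of all genes moved by more than 0.1 between phases, so differences between phases are printed after each OD had been centred on the median of all genes, unless the authors' scaling is named. Counts are given in the authors' scaling, and where those after centring differ they follow and are named as such.

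Before the data were examined, 34 gene lists were fixed from textbook knowledge, among them one of mainly study-named transcripts, most of which the study chose on related samples. A list was described by the median difference of its measured members and by the percentile of that median among 10000 random lists of the same size, drawn without matching for expression because no levels were used. With 3 phase differences this made 102 list results. As an alternative the list was moved along the chromosome in all possible steps, which keeps operons together. Gene order, biotype and length came from the RefSeq annotation of assembly ASM584v2, used only for names, lengths and neighbours. In all, 4203 symbols matched directly, 206 matched through a synonym and 72 did not match. On simulated values for 4481 genes, 23.8% of operon-like lists without an effect lay outside the central 95% of random lists, against 8.4% with shifted lists and 4.0% for lists of independent genes. The percentiles are therefore descriptions, and those of operon lists are too extreme. In a simulation of the early stationary against exponential difference with a noise SD of 0.3 on 4481 genes, 48.5% of genes changed 2-fold and 100.0% of genes changed 4-fold were counted as higher. Of the unchanged genes, 0.0701% and 0.117% were counted in these 2 runs. The runs gave every gene the same independent noise and no shift shared by all genes. The data have such a shift and an unknown, probably unequal noise per gene, so these rates do not carry over to the counts below.

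Genes were named by a rule fixed before the data were examined. It took the 10 highest and 10 lowest genes counted as changed between early stationary or transition phase and exponential phase, and the 5 highest and 5 lowest between early stationary and transition phase. To these it added 10 transient maxima, 5 transient minima, the measured Hfq-binding sRNAs and study-named transcripts, and the 2 highest and 2 lowest members of each list. rRNA and tRNA genes were left out of the ranked parts, and ties were broken by name. For the lists, examples from this rule are given. Alternatives covered the fold threshold, the sign rule, centring, genes at the floor, rRNA and tRNA genes, each OD left out, the reference OD, shifted lists, the mean in place of the median and lists without their most extreme member. Centring of the counts at single ODs was added after seeing the data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.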

Results

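The data describe the transcriptome of wild-type E. coli MG1655 at 7 cell densities, from exponential growth at an OD600 of 0.4 to early stationary phase at an OD600 of 4.0. There were 2 replicates per OD and 14 samples in all. The study describes taking volumes from a growing culture at the successive ODs, so the ODs of a replicate are not independent cultures. The values are the authors' mean log2 TPM ratios to OD 0.4 for 4481 genes, and the number of reads behind each value is unknown. No replicate spread could be set beside any value. The smallest step between neighbouring ODs, from 1.8 to 2.4, had a spread of 0.29 on the log2 scale across genes (scaled median absolute deviation). One title line of the table names Hfq cross-linking, and all values are given on the reading that they are RNA-seq ratios.

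The first question was at which density the transcriptome changed. Genes that were at least 2-fold higher than at OD 0.4 numbered 1006 at OD 0.8, 1525 at OD 1.2, 2156 at OD 1.8, 2024 at OD 2.4, 1847 at OD 3.0 and 1543 at OD 4.0. Genes at least 2-fold lower numbered 74, 208, 314, 330, 399 and 467 at the same ODs. The median of all genes was itself above OD 0.4 at every later OD, by 0.53, 0.69, 0.96, 0.89, 0.74 and 0.51 on the log2 scale. After each OD was centred on this median, the 2 directions were closer to even, with 491 genes higher and 237 lower at OD 0.8, 936 higher and 831 lower at OD 1.8, and 1023 higher and 833 lower at OD 4.0. The step from OD 1.2 to 1.8 was the largest between neighbours, with 555 genes up and 325 down by 2-fold or more relative to the median step. The step from OD 1.8 to 2.4 was the smallest, with 80 up and 168 down. Across genes, which are not independent replicates, the correlation between ODs ranged from r = 0.515 (OD 0.8 with 4.0) to r = 0.949 (OD 1.8 with 2.4). All ODs share the OD 0.4 reference, and simulated values without any change, with noise as large as the smallest step, gave a mean r of 0.504. The lowest observed covariance was 0.847, against 0.0433 in that simulation.

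**Figure D1:**
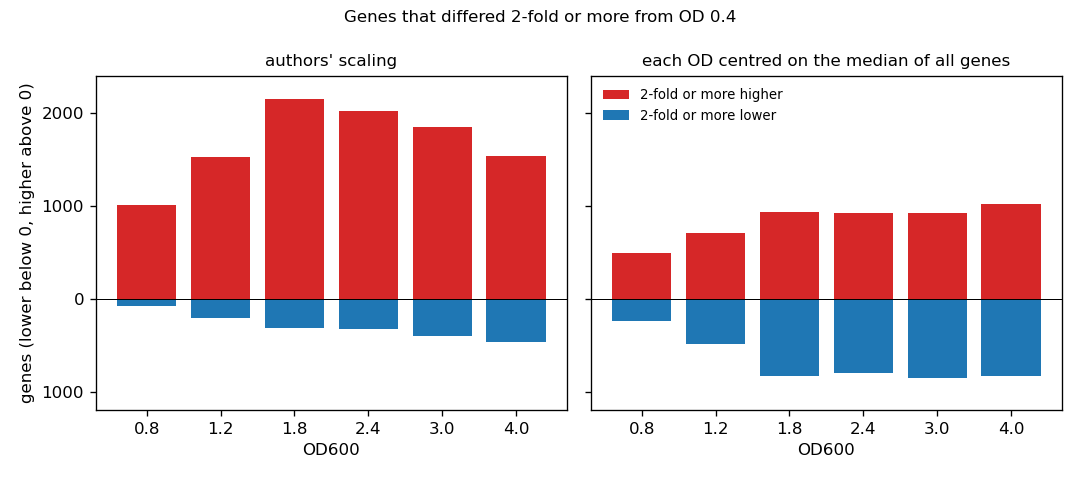
Number of genes at least 2-fold higher (red, above 0) or lower (blue, below 0) than at OD 0.4, for each OD600 on the horizontal axis, in the authors' scaling (left) and after centring each OD on the median of all genes (right). In the authors' scaling 2156 genes were higher and 314 lower at OD 1.8, and after centring 936 were higher and 831 lower.

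Early stationary phase was set against exponential phase to find the transcripts that mark the end of growth. The highest were those of glutamate-dependent acid resistance. The glutamate decarboxylase genes gadA and gadB were higher by 10.74 and 10.70 on the log2 scale, the antiporter gene gadC by 10.17 and the activator gene gadE by 10.08. gadA and gadB are near-identical paralogs, so how reads were divided between them is uncertain. The RNA arrS, encoded antisense to the gadE region, was higher by 9.56, the periplasmic acid chaperone genes hdeB and hdeA by 9.29 and 8.15, the outer membrane lipoprotein gene slp by 7.31, and the little-studied stress genes ybgS and yciG by 7.85 and 7.44. As gadE and arrS overlap in antisense and the use of strand is unknown, their values may not be separate measurements. The lowest were the osmoprotectant transporter genes proV, proX and proW (-4.92, -4.83 and -4.80), the flagellar rod and hook genes flgC, flgB and flgD (-4.53, -4.33 and -3.97), the glycerol-3-phosphate dehydrogenase gene glpD (-4.42), the siderophore receptor genes fecA and cirA (both -4.24) and the pyruvate transporter gene yjiY (-4.26). The low value of yjiY rested on a single density, because it was -1.82 when OD 0.8 was left out.

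In this comparison 1079 genes were counted as higher and 407 as lower, so that 72.6% of the counted genes were higher. After centring, 774 were higher and 692 lower, a share of 52.8%. In the authors' scaling 63.2% of all genes had every early stationary OD on one side of every exponential OD. The value for interchangeable ODs is 33.3%. It is no baseline here, because ODs along a growth curve are ordered and a shift shared by all genes also meets the rule. Without OD 0.8 the number of higher genes was 1659.

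All 14 measured acid resistance genes were counted as higher, with a median difference of 7.18, and the lowest of them were mdtF (4.43) and gadW (4.70). Of 48 genes that depend on the stationary phase sigma factor RpoS, 47 were higher and 1 lower, with a median of 4.31. The highest were yciG (7.44) and csiD (6.66), and the exonuclease gene xthA was the lower one (-1.80). The gene rpoS itself was higher by 2.66. Genes of the TCA and glyoxylate cycles had a median of 1.51, and 9 of 18 were higher, led by aceA (5.28) and aceK (4.83) of the glyoxylate shunt. This list depended on OD 0.4, since its median was at the 73.7th percentile of random lists without it. Of 8 fatty acid degradation genes 6 were higher, fadH (2.29) and fadE (2.26) the most, and 1, the transporter gene fadL (-1.52), was lower. The median of that list was 1.67. Anaerobic metabolism genes had a median of 0.49 with 18 of 50 higher (14 after centring), the hydrogenase genes hyaA (6.15) and hyaB (4.77) the most. Phosphate starvation genes had a median of 0.94 with 10 of 19 higher (7 after centring), among them ugpB (3.68) and ugpA (2.88) for glycerol-3-phosphate uptake. Toxin-antitoxin genes had a median of 1.00 with 11 of 17 higher (8 after centring), including dinJ (2.60) and yafQ (2.46). Nitrogen starvation genes had a median of 0.61, with 12 of 26 higher, 9 after centring (ddpX, 2.81), and the glutamine synthetase gene glnA lower (-2.23). Heat shock genes had a median of 0.61 with 7 of 19 higher (4 after centring), clpB (2.18) and ibpA (1.35) the most. That value came from OD 4.0, because without it the list lay at the 49.7th percentile.

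Transcripts of the translation machinery were lower. Of 54 ribosomal protein genes 48 were counted as lower and none as higher, with a median of -1.83, and rpsS (-2.94) and rpsR (-2.87) were lowest. After centring, all 54 were counted as lower. Translation factors had a median of -1.42 with 7 of 13 lower (10 after centring), tsf (-1.96) and fusA (-1.65) the most. Purine and pyrimidine biosynthesis genes had a median of -1.43 with 12 of 23 lower (18 after centring), led by purK (-2.51) and purE (-2.18). Cold shock genes had a median of -1.37 with 5 of 9 lower (6 after centring), deaD (-1.75) and cspA (-1.68) the most, while cspI was higher (1.47). Aerobic respiration and ATP synthase genes had a median of -0.93 with 8 of 28 lower (13 after centring), ndh (-3.33) and atpC (-1.62) the most. Iron acquisition genes had a median of -1.32 with 14 of 40 lower (15 after centring). Flagellar and chemotaxis genes had a median of -0.87, with 19 of 53 lower and 5 higher, the regulator gene fliT the most (2.57), and with 23 lower and 1 higher after centring. Iron-sulfur cluster assembly genes went both ways, with 3 of 14 higher, including sufE (2.32) and sufS (2.13), 4 lower, including fdx (-1.57) and iscU (-1.51), and a median of -0.97. After centring 2 were higher and 6 lower. Genes controlled by OxyR and SoxRS, the regulators of oxidative stress, had a median of -0.69 with 4 of 13 lower (katG, -3.09; grxA, -2.58) and 2 higher (soxS, 1.72), 1 of them after centring. Cell division and envelope synthesis genes had a median of -0.67 with 2 of 29 lower, murI (-2.29) and murA (-1.66), and 6 after centring. The value of murI rested largely on OD 0.8. Its deposited values were 2.44 there, -1.07 at OD 3.0 and -0.34 at OD 4.0. The 19 rRNA genes had a median of -1.44. None was counted in either direction in the authors' scaling and 13 as lower after centring. This rested on OD 0.8, where their median was 2.58 above OD 0.4, and the list lay at the 7.63rd percentile without that OD.

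The medians of 11 lists lay above and those of 11 lists below the central 95% of random lists. With lists shifted along the chromosome, those of heat shock (percentile 97.1), nitrogen starvation (96.6), iron-sulfur cluster assembly (4.99), oxidative stress (2.78) and cell division genes (3.29) no longer did. The oxidative stress list also moved inside without OD 0.4, 3.0 or 4.0 and without its most extreme member, the iron-sulfur list without OD 3.0, the anaerobic list without OD 3.0, the phosphate list without OD 4.0 and the heat shock list without OD 0.8. With means in place of medians the lists of Hfq-binding sRNAs and of housekeeping RNAs, and those of fatty acid degradation, iron-sulfur cluster assembly, heat shock and nitrogen starvation genes lay inside. With all ODs, medians and random lists, the lists that lay inside were those of alternative carbon source genes (median 0.04; 23 of 86 higher and 6 lower, 22 and 13 after centring), maltose genes (-0.36; none of 11 counted), glucose and mannose PTS genes (-0.81; none of 7, 1 lower after centring), glycolysis genes (0.07; 2 of 13 higher, fbaB by 5.92 and pfkB by 2.61, and 2 also lower after centring), amino acid biosynthesis genes (-0.09; 34 of 93 higher, cysJ by 4.02 the most, and 3 lower, 27 and 8 after centring), SOS response genes (-0.27; 4 of 27 higher and 4 lower, 3 and 8 after centring), sigma E and Cpx envelope stress genes (0.43; 8 of 18 higher, spy by 3.73 the most, 6 after centring), outer membrane protein genes (-0.36; 1 of 14 higher, ompW by 2.00, and 3 lower, ompF at -3.42 the most, 4 after centring), curli and fimbrial genes (0.44; 7 of 19 higher, and 5 higher and 3 lower after centring), RNA polymerase and sigma factor genes (-0.34; 3 of 12 higher and 2 lower), mainly study-named transcripts (-0.08, described further below) and nucleoid protein genes (-0.42; 2 of 9 higher, dps by 1.68 the most, and 2 lower, hupA at -1.93 and fis at -1.70, 1 higher and 3 lower after centring). The alternative carbon source and maltose lists lay inside only as an average of opposites, since both were at percentile 0 without OD 0.4 and at 100 and 99.7 without OD 0.8. Other lists left the inside in the direction of their median, namely SOS genes without OD 0.8, PTS genes without OD 3.0, curli genes without OD 4.0, RNA polymerase genes without OD 0.8 or 4.0 and outer membrane protein genes with means. The list of mainly study-named transcripts lay at the 97.8th percentile without OD 0.8, against the sign of its median. In the authors' scaling the medians of the amino acid, SOS, maltose and RNA polymerase lists were at or above 0.

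**Figure D2:**
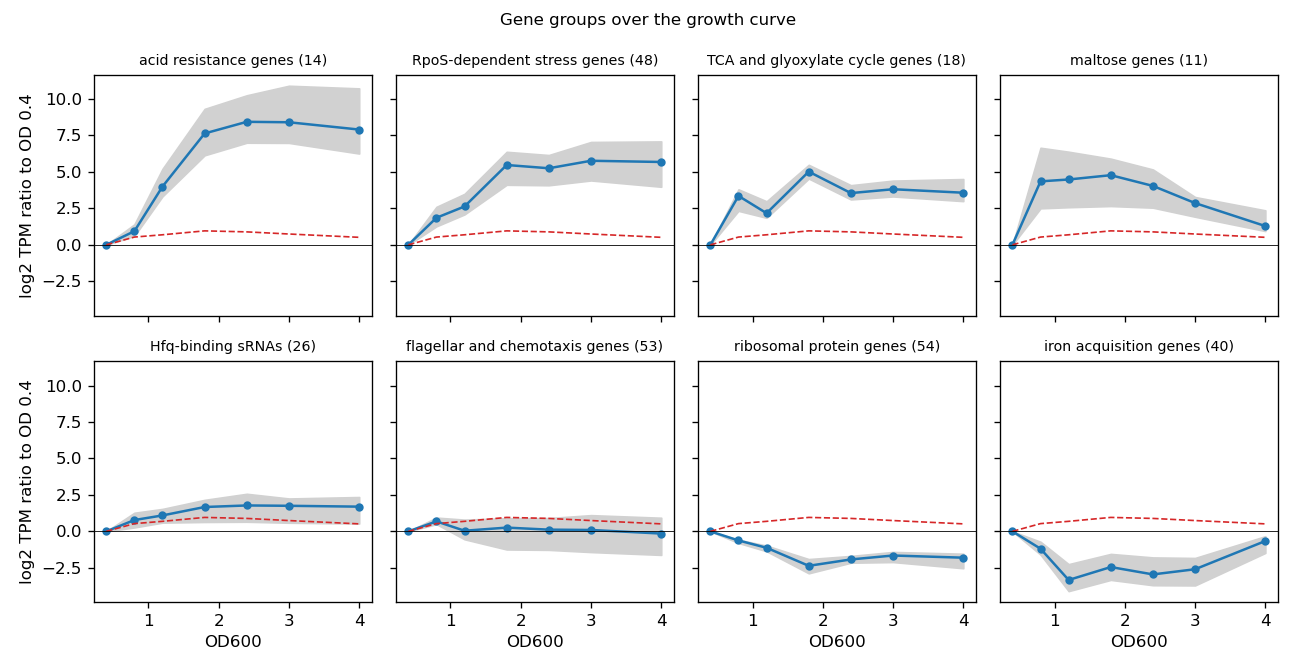
Median log2 TPM ratio to OD 0.4 (blue points and line) and interquartile range over the members (grey) against OD600 for 8 gene groups, with the number of measured genes in parentheses and the median of all genes as a red dashed line. Acid resistance genes reached a median of 8.44 at OD 2.4, ribosomal protein genes were at -1.81 at OD 4.0, and iron acquisition genes went from -3.34 at OD 1.2 to -0.66 at OD 4.0.

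The transition phase was set against exponential phase because the study asked how cells adapt before growth stops. The acid resistance genes again led, gadB (7.68), hdeB (7.52), gadC (7.12), gadE (7.10), gadA (7.07), hdeA (6.36), slp (6.11) and arrS (5.95) among them. The remaining places went to tnaC (6.38) and tnaA (6.35), the leader peptide and the tryptophanase of the operon that degrades tryptophan. For these 2 genes the difference depended on the exponential reference, since it was 1.65 and 1.70 without OD 0.4, and 11.10 and 11.00 without OD 0.8. The lowest were genes of iron uptake. The enterobactin synthesis genes entE and entC stood at -5.42 and -5.40, the siderophore receptor genes fiu, cirA and fecA at -5.23, -5.02 and -3.99, the enterobactin operon gene ybdZ at -4.40, the enterobactin esterase gene fes at -4.04 and the transporter gene fepC at -3.91. With them stood proW (-3.92) and yjiY (-3.92), and yjiY was at -1.47 without OD 0.8.

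In all 1095 genes were counted as higher and 220 as lower, a share of 83.3% higher. After centring the numbers were 532 and 495, a share of 51.8%. In the authors' scaling every transition OD lay on one side of every exponential OD for 60.3% of genes. The value for interchangeable ODs, 20.0%, is again no baseline. The number of higher genes was 662 without OD 0.4 and 1922 without OD 0.8.

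Of 40 iron acquisition genes 33 were counted as lower in the transition phase (37 after centring), with a median of -2.93. Iron-sulfur cluster assembly genes had a median of -1.73 with 8 of 14 lower (9 after centring), iscS (-2.48) and iscU (-2.30) the most. All 14 acid resistance genes (median 5.89) and 43 of 48 RpoS-dependent genes (median 2.87; wrbA 4.33, yeaH 4.27; 42 after centring) were already higher. Alternative carbon source genes had a median of 0.99 with 37 of 86 higher and 2 lower (22 and 4 after centring), and maltose genes one of 1.75 with 2 of 11 higher (none after centring). The maltose list lay above the random lists with all ODs and at the 3.46th percentile without OD 0.4, because its genes were already high at OD 0.8. Medians above the random lists were also found for TCA and glyoxylate cycle genes (1.38; 4 of 18 higher, 3 after centring), fatty acid degradation genes (1.28; 3 of 8), anaerobic metabolism genes (0.76; 28 of 50, 15 after centring), curli and fimbrial genes (0.53; 11 of 19, fimA by 1.83 the most, and 3 higher and 1 lower after centring) and Hfq-binding sRNAs (0.51; 9 of 26 higher and 2 lower, 4 and 3 after centring). Medians below them were found for ribosomal protein genes (-2.02; 48 of 54 lower, 53 after centring), translation factors (-1.21; 4 of 13, 9 after centring), cold shock genes (-1.57; 4 of 9, 6 after centring), purine and pyrimidine biosynthesis genes (-1.11; 3 of 23, 12 after centring) and rRNA genes (-1.52; none of 19, 7 lower after centring). The same held for flagellar and chemotaxis genes (-0.78; 16 of 53 lower and 3 higher, 25 and 1 after centring) and RNA polymerase and sigma factor genes (-0.88; 3 of 12 lower and 3 higher, 6 and 1 after centring, the sigma factor genes fecI at -3.57 and fliA at -2.51). It held also for heat shock genes (-0.62; none of 19 counted, 3 lower after centring), SOS response genes (-0.45; none of 27 lower and 2 higher, 7 and 1 after centring), cell division and envelope synthesis genes (-0.40; 1 of 29 lower and 1 higher, 3 and none after centring) and aerobic respiration and ATP synthase genes (-0.39; none of 28 lower and 2 higher, 10 and none after centring). In the authors' scaling the medians of the SOS, cell division and aerobic respiration lists were above 0. Several of these positions rested on single ODs or on operons. The curli, cell division and aerobic respiration lists moved inside the central 95% with shifted lists, and the Hfq-binding sRNA (percentile 84.8), fatty acid and curli lists with means in place of medians. Without its most extreme member the aerobic respiration list lay at the 28.5th percentile. Without OD 0.4 the lists inside were also the TCA, SOS, curli and cell division lists, without OD 1.2 the heat shock and cell division lists, and without OD 1.8 the fatty acid list.

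Early stationary phase was then set against the transition phase. The magnesium transporter gene mgtA was highest (6.36), followed by the biofilm regulator genes bssR (4.89) and ariR (4.47), its neighbour ymgA (4.08) and gadA (3.67). gadA was at 1.76 without OD 1.2. The lowest were ykgE (-4.58) of a lactate utilisation operon, the threonine dehydratase gene tdcB (-4.26), the trehalose-6-phosphate hydrolase gene treC (-3.91), the maltose transporter gene malK (-3.84) and the nitrate-responsive gene yeaR (-3.84). treC was at -2.27 without OD 1.2. Genes counted as higher numbered 205 and as lower 370, so that 35.7% were higher, and after centring the numbers were 312 and 240 with a share of 56.5%. The sign rule was met by 43.8% of genes in the authors' scaling, and the 20.0% for interchangeable ODs is again no baseline. The number of higher genes was 109 without OD 1.2, 334 without OD 1.8 and 348 without OD 3.0. The number of lower genes was 628 without OD 3.0 and 240 without OD 4.0. The 6 lists below the random lists were those of maltose genes (median -2.36; 7 of 11 lower, 6 after centring), alternative carbon source genes (-0.85; 38 of 86, 36 after centring), aerobic respiration and ATP synthase genes (-0.56; 12 of 28, 8 after centring), purine and pyrimidine biosynthesis genes (-0.31; 4 of 23, 2 after centring), cell division and envelope synthesis genes (-0.22; 3 of 29, 2 after centring) and anaerobic metabolism genes (-0.21; 9 of 50 lower and 1 higher, 2 and 2 after centring). The 10 above them began with RpoS-dependent genes (1.48; 28 of 48 higher, 31 after centring), acid resistance genes (1.66; 7 of 14, 9 after centring), heat shock genes (1.22; 8 of 19, 10 after centring), iron acquisition genes (1.17; 5 of 40, 17 after centring), iron-sulfur cluster assembly genes (1.05; 6 of 14) and phosphate starvation genes (0.75; 3 of 19, 4 after centring). The others were housekeeping and CsrA-titrating RNAs (0.87; 1 of 6, 3 after centring), RNA polymerase and sigma factor genes (0.54; 1 of 12, 2 after centring), toxin-antitoxin genes (0.44; 3 of 17, 6 after centring) and amino acid biosynthesis genes (0.27; 21 of 93 higher and 7 lower, 23 and 3 after centring). Most of the rise of heat shock and iron acquisition genes came at OD 4.0, where their median steps in the authors' scaling were 1.08 and 1.60, after 0.01 and 0.15 from OD 2.4 to 3.0. The cell division list moved inside with shifted lists, the anaerobic and housekeeping lists with means, and the housekeeping list also without its most extreme member. Left-out ODs moved the anaerobic list (OD 1.2, 3.0 or 4.0), the purine list (OD 1.2 or 3.0), the cell division list (OD 1.2 or 4.0) and the amino acid and RNA polymerase lists (OD 4.0) inside. The Hfq-binding sRNA list lay inside with all ODs (percentile 97.0). It lay above (97.7 to 99.7) whichever OD was left out. Fatty acid, nitrogen, curli, flagellar, TCA, oxidative stress and envelope stress lists also lay outside with some OD left out. Ribosomal protein genes had a median of 0.01 (-0.20 in the authors' scaling) and none of 54 was counted, but the list lay at percentile 100 without OD 1.2 and at 0.07 without OD 1.8.

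Transcripts with a transient maximum in the transition phase numbered 200, of which 80 were highest at OD 1.2, 70 at OD 1.8, 43 at OD 2.4 and 7 at OD 0.8. Transient minima numbered 34. After centring there were 109 maxima and 63 minima. The 10 clearest maxima were ykgE and ykgF, the tryptophanase operon genes tnaC, tnaA and tnaB, yeaR and its operon partner yoaG, the maltose-binding protein gene malE, the glucarate aldolase gene garL and tdcB. In the authors' deposited table tnaA stood at 9.83 at OD 0.8, 12.69 at OD 1.8 and 6.04 at OD 4.0. At the same ODs malE was at 7.60, 7.81 and 2.24 in the authors' deposited table, and garL at 2.33, 7.37 and 1.55. The maximum of malE rested on OD 0.4, since its mean over the transition phase was no higher than its value at OD 0.8. Peaks in the authors' deposited table lay at OD 1.2 for ykgE (6.70) and tdcB (6.72) and at OD 2.4 for yeaR (4.67). The 5 clearest minima were nrdI and nrdH, which serve the manganese ribonucleotide reductase, the ferric reductase gene fhuF and the enterobactin genes entE and entB. In the authors' deposited table nrdI was at -5.06 at OD 1.2 and 0.29 at OD 4.0, fhuF at -4.21 and 1.09, and entE at -6.23 and -1.54. The minima depended on the last OD, since only 8 were counted without OD 4.0 and 53 without OD 3.0. The maxima numbered 108 without OD 0.4 and 131 without OD 4.0.

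**Figure D3:**
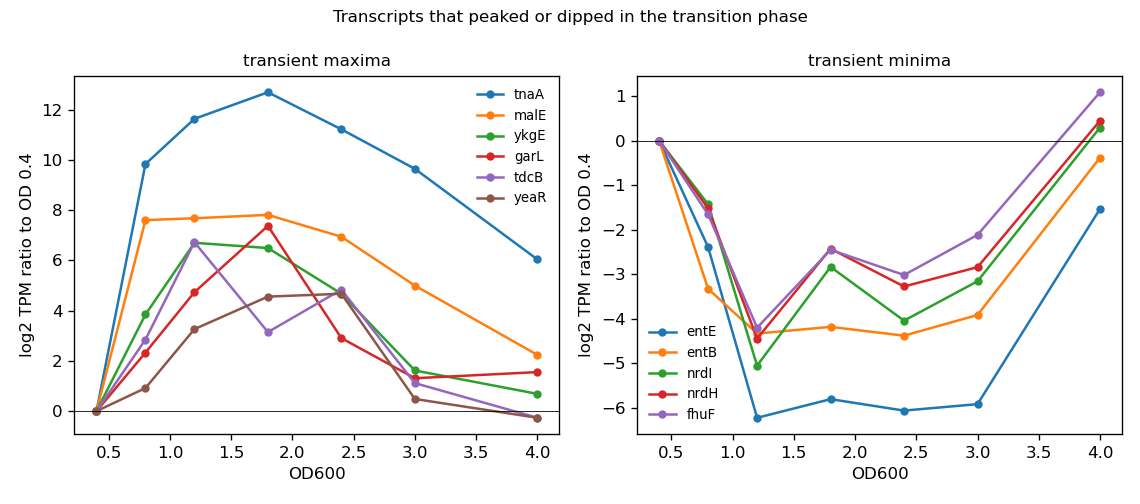
Log2 TPM ratio to OD 0.4 from the authors' deposited table against OD600 for 6 transcripts with a transient maximum (left) and 5 with a transient minimum (right), with 1 line per gene. tnaA reached 12.69 at OD 1.8, and fhuF went from -4.21 at OD 1.2 to 1.09 at OD 4.0.

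The study aimed at sRNA interactions by growth stage, and its discussion calls it useful to know which sRNAs rise in the transition. Of 34 listed Hfq-binding sRNAs 26 were measured (the others, MalH among them, were not analysed here), and 14 of these 26 were counted as higher in early stationary than in exponential phase and 2 as lower, with a median of 0.87. After centring 9 were higher and 2 lower, and without OD 0.4 the number of higher sRNAs was also 9. The highest was SdsR, made by RpoS (2.46), followed by GlmY (2.26), which controls glucosamine-6-phosphate synthesis, DsrA (2.22), which activates rpoS translation, GadY (2.08), encoded opposite gadX, and the porin regulator MicF (1.78). The other sRNAs counted as higher were OmrA (1.35), MicA (1.34), OmrB (1.18), MgrR (1.07), DicF (0.99), RyfD (0.98), RprA (0.91), ChiX (0.90) and SgrS (0.84). OmrA and OmrB are similar in sequence, so reads may have been shared. As gadX, opposite GadY, was higher by 5.28, strand-blind counting would mix both. The lower ones were OxyS (-2.65), made under oxidative stress, and RyhB (-2.14), made under iron limitation. The remaining 10 sRNAs lay between -0.65 (Spot 42, gene spf) and 0.60 (ArcZ), with RyeA at 0.58, GcvB at 0.56, RyjB at 0.02, CyaR at -0.02, RydC at -0.09, RybB at -0.12, MicC at -0.13 and GlmZ at -0.22. The value of MicC rests on its floor, where it stood at OD 0.8 and OD 4.0. Those of CyaR, RydC, RybB, MicC and GlmZ were above 0 in the authors' scaling. The order differed for the transition against exponential phase. By size alone the highest there were GlmY (1.70), MicF (1.66), RyeA (1.45), GadY (1.11), DsrA (1.10) and SgrS (1.08). SdsR was at 0.80, and RyhB (-2.24) and OxyS (-1.61) were the lowest. CyaR was not flat between exponential and early stationary phase. It was at -1.03 in the transition against exponential phase and at 1.01 in early stationary against transition phase. In the authors' scaling these values were -0.45 and 0.79. CyaR thus met the rule for a transient minimum only after centring. In the authors' deposited table it was at -0.97 at OD 1.8, -0.26 at OD 3.0 and 0.52 at OD 4.0. The study, citing earlier work, describes CyaR as expressed mainly between late exponential and stationary phase, which these ratios do not show. In the authors' deposited table ArcZ (arcZ) was highest at OD 2.4 (3.14), RyeA (ryeA) at OD 1.8 (3.58) and RydC (rydC) at OD 1.2 (1.87). ArcZ already stood at 2.18 at OD 0.8 in the authors' deposited table, above its 2.11 at OD 1.2. RyeA was the one sRNA with a transient maximum, but only in the authors' scaling, since after centring its fall to early stationary phase was -0.88. It is encoded antisense to SdsR, so that strand-blind counting would mix both. The 6 housekeeping and CsrA-titrating RNAs had a median of 1.60 with 4 higher, CsrC by 3.02 and CsrB by 2.77 the most, and the RNase P RNA rnpB at -0.43. In the authors' deposited table the signal recognition particle RNA ffs moved back and forth, with 3.00 at OD 0.8, 0.32 at OD 1.2, 3.54 at OD 2.4 and 0.22 at OD 3.0. How evenly short RNAs were recovered in these libraries is not given in the sources used here. Without replicate values it cannot be told how much of the sRNA differences above is of this kind.

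**Figure D4:**
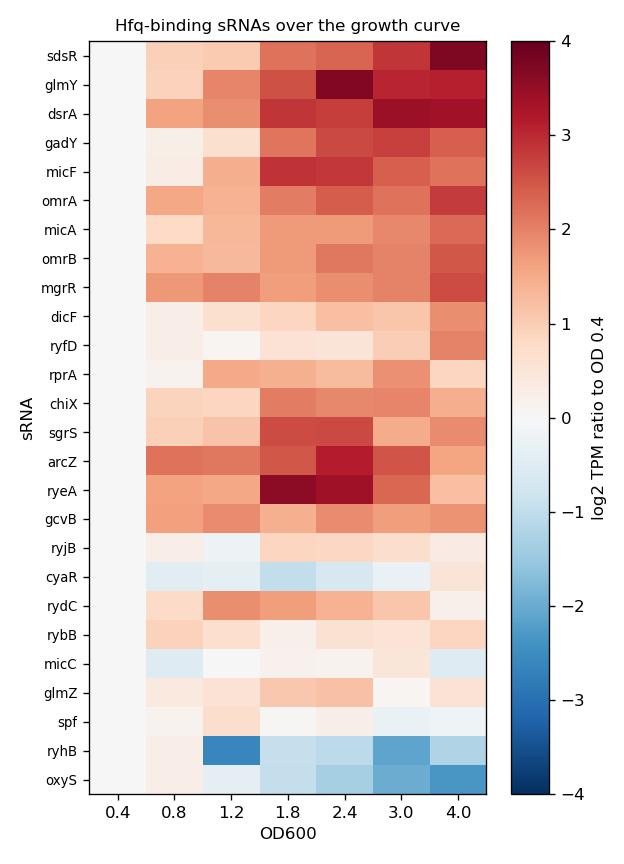
Log2 TPM ratio to OD 0.4 from the authors' deposited table (colour, red higher and blue lower) for the 26 measured Hfq-binding sRNAs (rows, ordered by the difference between early stationary and exponential phase) at each OD600 (columns). SdsR (sdsR) reached 3.73 at OD 4.0, and OxyS (oxyS) was at -2.32.

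A list of mainly study-named transcripts, fixed beforehand, was read in the same way. Its members cutC, gltI, sdhB and rpoS are not named by these symbols in the study's text, and rne and groL only through their proteins. The list is not independent evidence of a direction, as the study chose most of it on related samples. Of 23 measured, 8 were counted as higher and 5 as lower, and 7 and 5 after centring, with a median of -0.08 after centring and 0.29 in the authors' scaling. The higher ones were gadE (10.08), ygaM (4.77), rpoS (2.66), yqaE (2.27), the envelope stress gene cpxP (2.15), cutC (1.54), gltI (1.44) and the chaperonin gene groL (0.99). The lower ones were the catalase gene katG (-3.09), the peroxidase gene ahpF (-2.52), glnA (-2.23), the acetate kinase gene ackA (-1.79) and the serine transporter gene sdaC (-1.38). The gene hfq itself differed by -0.08, and rne, which encodes RNase E, by -0.63. Values for the others were sdhB 1.32, flgL 0.61, nadE 0.50, crp -0.08, tpx -0.23, lpp -0.23, malG -0.36 and sstT -0.69. That of sdhB rested on OD 0.4, since its deposited values were 3.74 at OD 0.8, 3.90 at OD 3.0 and 3.21 at OD 4.0. In early stationary phase malG lay above its OD 0.4 value and below its OD 0.8 value. Those of hfq, crp, tpx, lpp and malG were above 0 in the authors' scaling. The gene malG, whose 3' untranslated region gives rise to the sRNA MalH, was in the authors' deposited table at 3.70 at OD 0.8, 4.78 at OD 1.8 and 1.29 at OD 4.0. The gene-level value does not separate MalH from the malG message. With all ODs malG had a transient maximum, but not without OD 0.4.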

Values the study reported

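The study reported from Northern blots that MalH, the sRNA from the 3' untranslated region of malG, peaked at an OD600 of 1.8. It stated that most of the sRNAs it examined, with GadF, YgaN and RybB as examples, were more abundant at higher cell densities. In the RNA-seq ratios above, RybB was counted in neither direction between early stationary and exponential phase. The genes gadE and ygaM, whose 3' untranslated regions hold GadF and YgaN, were both counted as higher. Their gene-level values do not separate these sRNAs from the messages. Northern blots and TPM ratios are also unlike measures, so a difference between them does not contradict the study.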

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

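No paired analysis was possible because the deposited values are means over the replicates, although the labels share replicate numbers across ODs. For the same reason leaving out a replicate, a replicate block and another pseudocount were not run. One gene per run of same-strand neighbours was not run because strand was not used here, and the comparisons of cross-linking with RNA level had no separate values. The number of reads behind each value was not known, so no result could be graded by it. Counts of genes and lists moved by over 1.5 times in 57 of 178 values under alternatives, and the causes were not tested beyond what each setting does by construction. Centring of the counts at single ODs was chosen after seeing the data.

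At a 1.5-fold threshold 681 genes were lower in early stationary than in exponential phase, 1782 were higher and 342 lower in the transition than in exponential phase, 352 were higher and 870 lower in early stationary than in the transition phase, and there were 493 transient maxima and 69 minima. At a 4-fold threshold the numbers were 467 higher and 91 lower, 388 and 57, 38 and 75, and 51 maxima and 7 minima. Of the sRNAs 5 were then higher and 1 lower in early stationary phase. Centring gave 692 genes lower in early stationary than in exponential phase, 532 higher and 495 lower in the transition than in exponential phase, 312 higher and 240 lower in early stationary than in the transition phase, 109 maxima and 63 minima, and 9 higher sRNAs. At the 6 later ODs, in rising order, centring gave 491, 703, 936, 920, 919 and 1023 genes higher than at OD 0.4, and 237, 486, 831, 800, 852 and 833 lower. With OD 0.8 as the reference 300, 998, 868, 813 and 800 genes were higher at the ODs from 1.2 upwards, and 718 were lower at OD 4.0.

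Leaving out single ODs moved other counts. Without OD 0.4 there were 662 genes higher in the transition than in exponential phase, 108 transient maxima and 9 higher sRNAs. Without OD 0.8 there were 1659 genes higher in early stationary and 1922 higher in the transition than in exponential phase. Between early stationary and transition phase the number of higher genes was 109 without OD 1.2, 334 without OD 1.8 and 348 without OD 3.0, and that of lower genes 628 without OD 3.0 and 240 without OD 4.0. Transient minima numbered 53 without OD 3.0 and 8 without OD 4.0, and maxima 131 without OD 4.0. Phase means alone, leaving out genes at the floor and leaving out rRNA and tRNA genes moved no count by over 1.5 times.

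With means in place of medians 6 lists, not 11, lay above the random lists in early stationary against exponential phase. For single lists 795 of 884 values stayed on the same side of the central 95%, 48 moved inside and 34 moved outside without crossing the middle of the random lists. The other 7 crossed the middle, 5 of them from inside to outside and 2 from above to inside, and some moved the opposite way with another OD left out. In early stationary against exponential phase the maltose list moved to the 99.7th percentile (0.0th without OD 0.4) and the study-named list to the 97.8th without OD 0.8, the alternative carbon source list to the 0.0th without OD 0.4 (100th without OD 0.8) and the heat shock list to the 49.7th without OD 4.0. The maltose list moved to the 3.46th percentile without OD 0.4 in the transition against exponential phase. Without OD 1.2 the ribosomal protein list moved to percentile 100 and the TCA list to percentile 0.64 in early stationary against transition phase, and without OD 1.8 to 0.07 and 99.98. Of 777 differences between phases for named genes, 143 moved under centring by more than the SD of the ODs within a phase. For a single gene the rules fix in advance that leaving out an OD neither moves a difference by more than this SD nor turns the sign of one that was counted.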

Other observations

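The search for peaks at single ODs, the label exchange at OD 1.8, the mixing and scaling tests at OD 4.0 and the division of the flagellar units were chosen after the values were seen, whereas the other tests were set before their results were known.

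Some transcripts stood at a single density at least 4-fold above every other OD. At OD 1.2 there were 9 such genes, led by cadA and cadB, the lysine decarboxylase and its antiporter, which exceeded their next highest OD by 6.44 and 5.84 on the log2 scale. With them were the threonine degradation genes tdcE (2.81), tdcF (2.78), tdcD (2.51), tdcG (2.06) and tdcC (2.01) and the regulator gene adiY (2.06). At OD 1.8 there were 18, in operons for minor carbon sources and acetate. They included the glycolate genes glcD (3.27) and glcE (3.14), the galactarate and glucarate genes garR (2.82), garL (2.64), garD (2.60) and gudP (2.34), the phenylacetate genes paaC (2.39) and paaB (2.34), and the acetate operon gene yjcH (2.38). None was found at OD 2.4 or OD 3.0.

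At OD 4.0 there were 12 such genes. Several are known to respond to low magnesium through PhoP and PhoQ, namely mgtA (2.37), mgtL (2.01), rstA (2.35), rstB (2.23) and yneM (2.83). The biofilm and acid stress regulators bssR (2.19), ariR (2.10), ymgA (2.01) and ymgC (2.01) also peaked there. At OD 0.8 there were 12, of which 9 were copies of 16S and 23S rRNA genes, and the others were yjiY (5.42) and the D-serine genes dsdA (3.59) and dsdX (2.32). Reads of the rRNA copies cannot be assigned to single operons with certainty. The rRNA share of a library also follows how much rRNA was removed, which is not given in the sources used here.

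OD 1.8 lay off the line between its neighbours with a robust SD of 0.405 across genes, about as far as OD 1.2 did from its own (0.403). Relative to all genes the median departure at OD 1.8 was 1.75 for TCA and glyoxylate cycle genes, 1.67 for fatty acid degradation genes, 1.07 for RpoS-dependent genes and -0.97 for ribosomal protein genes. Independent error per gene as the only source is argued against by the correlation of the departure between adjacent genes (r = 0.602, against -0.0191 for genes 100 places apart). Adjacent genes also departed together at OD 0.8, 1.2, 2.4 and 3.0 (r = 0.565, 0.586, 0.492 and 0.365), so this is not particular to OD 1.8. A length bias is argued against by the correlation of the departure with gene length (rho = 0.0167 over 4409 genes). An exchange of the OD 1.8 and OD 2.4 labels cannot be told apart from the labelled order, because the summed median steps differed by 0.0053 between both orders, and lists went both ways. From OD 1.8 to 2.4 acid resistance genes rose in 14 of 14 members (median 1.06) and maltose genes, malG among them, fell in 9 of 11 (-0.66), which runs on smoothly in the labelled order, whereas fatty acid degradation genes fell in 8 of 8 (-1.79) and rose again by 0.41 to OD 3.0. A shared disturbance of the OD 1.8 samples and the growth stage itself stay open and untested.

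Iron acquisition genes were low from OD 1.2 to 3.0 and returned in part at OD 4.0, where 37 of 40 were higher than at OD 3.0 with a median step of 1.60, but the list median of -0.66 stayed below that of all genes (0.51) and fecA (-4.26) and cirA (-4.27) stayed low. RNA of exponential cultures in the OD 4.0 libraries is argued against, because a share that gives this return (55.9% of OD 0.4 RNA) would also raise ribosomal protein genes by 1.14, and their median step was -0.19. Scaling is argued against by the median step of all genes, which was -0.20. The iron regulator Fur is a candidate explanation. RyhB, an sRNA that Fur represses, was higher by 0.91 at OD 4.0 than at OD 3.0. That is short of the value of 1 set beforehand. Relative to the median step of all genes (-0.20) the rise was above 1. The deposited value of RyhB at OD 4.0 (-1.19) was below those at OD 1.8 (-0.93) and OD 2.4 (-1.04), when iron genes were low. Relative to the median of all genes (0.51, 0.96 and 0.89 at these ODs) it was above both. RyhB therefore does not decide the question. RyhB was also the only transcript set beforehand as a check of Fur. In the authors' deposited table the transient minima nrdI and nrdH went from -3.16 and -2.84 at OD 3.0 to 0.29 and 0.45 at OD 4.0. A link of these genes to Fur was not tested. The hypothesis that cells became short of iron at OD 4.0 stays open.

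Flagellar genes parted by class between early stationary and exponential phase. In the authors' scaling the 5 middle transcription units (26 genes), which need FlhDC, had a median of -1.44 and ranged from -2.59 to -0.59, whereas the 7 late units (15 genes), which need the sigma factor FliA, had a median of 0.80 and ranged from 0.09 to 1.36. The difference of 2.24 does not depend on scaling, and gene length had a rho of 0.117 with the values of flagellar genes, which argues against a length bias. Part of the 53 measured flagellar and chemotaxis genes was in neither class. Among the flagellar genes left unclassed, fliT (2.93) and flgL (0.97) were above 0 in the authors' scaling. The gene fliA, also unclassed, was itself lower, at -2.46 after centring. Why the classes parted stays open.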
